A study of Homo sapiens with 12 samples.

How the data were processed

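RNA was measured in SK-N-BE2 and NGP cells after 6 days with STM2457 or DMSO, in 3 replicates per group. Samples were grouped by the line, treatment and replicate in their titles. Per the labels' protocols, polyadenylated RNA was selected from total RNA and made into cDNA libraries with a SMART kit. Per the file headers, the authors counted reads per gene with featureCounts 2.0.5 in paired mode on exons grouped by gene name, using protein-coding genes of GENCODE 33 on GRCh38. The deposited values are whole-number counts of reads, not normalized, for 19923 genes in each library. The aligner is not stated. Per the file headers, no strand option was set, so reads of an overlapping gene on the other strand can be counted or can make a read ambiguous and lost. Multi-mapping reads were not counted, so genes with near-identical copies lose reads. Counting of read pairs was not requested, so a fragment can add up to 2 to a count. In each library between 72.1% and 75.4% of counts from 1 to 20 were even, against 49.3% to 51.0% of those above 1000. Counting intervals and limits treat reads as independent, cover counting error only and are therefore too narrow.

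The file headers name different sequencing runs for the 2 lines, so run, line and dose are confounded, while within a line all libraries share a run. Gene positions are those of the deposited files (GRCh38, counted from 1). Of the 19923 gene names, 19033 occur in GENCODE 44, and 100.0% of these overlap the gene of that name there on the same strand. The exons of 87 genes considered for naming were compared with exons of other genes in GENCODE 44, and the 10 with over 10% of their exon length shared are treated as uncertain. Beyond those described in the results, these were ASNS, DDIT3, RBM15B and YTHDF2.

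From the counts, edgeR 4.0.16 (R 4.3.3) fitted each line on its own 6 libraries with filterByExpr (minimum count 10), TMM scaling, the quasi-likelihood test, Benjamini-Hochberg adjustment and a threshold of 0.05. The difference between the responses, SK-N-BE2 minus NGP, was tested as a contrast of 4 group means over all 12 libraries. Genes changed in both lines are those called in both line fits with the same sign. Standard errors were derived from the log2 fold change and its F statistic. CPM values were computed on the TMM scale of all libraries. No spike-in was used in the scaling, so changes are relative. Lists were tested with camera (limma 3.58.1, preset correlation 0.01). The m6A list of 20 genes, the other 7 lists, the tests, the naming rule and the variations of the fits were fixed before the data were examined. In the lists, 2 members were found in the files under older symbols. Shares of reads were compared with exact permutation tests.

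METTL3 and MYCN were named always. For each line, the 4 largest rises and 4 largest falls were taken among called genes with a mean of at least 10 CPM in the higher group and no overlap between replicates of the groups. The same number was taken for both lines together, ranked by the smaller change. For the difference between lines, the 3 largest in each direction with at least 10 CPM in a group were taken, and for each list up to 3 called members per line. Mitochondrial and Y-linked genes were skipped, and some genes that met these rules are not reported here. For each named gene called in a line and discussed there, 3 of 3 STM2457 libraries lay beyond all DMSO libraries. Where a group had 0 reads, the fold is a lower bound against 3 reads, which correspond to 0.0189 to 0.0205 CPM. With 1 to 3 reads it is a ratio with an exact 95% Poisson interval.

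The variations fixed beforehand were DESeq2 size factors within edgeR, upper-quartile factors, no filter, a mean of at least 1 CPM, leaving out each library, a replicate block, DESeq2 1.42.0, a minimum absolute log2 fold change of 1, robust dispersion and a joint fit of all 12 libraries. For the lists they were DESeq2 size factors, the CPM filter, leaving out each library, the block, fry and an estimated correlation. Those added after seeing the data were counts halved and rounded up, and offsets that remove the trend of each library with GC content or exon length in 20 bins. Another 6 lists (ATF4 targets, ER chaperones, hypoxia targets, glucose-sensing genes, nuclear respiratory chain and mitochondrially encoded genes) were also added after seeing the data and tested with camera, 18 tests adjusted together.

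The fits were tested on simulated counts drawn from the means and library sizes of these libraries, with 200 genes changed by a log2 fold change of 1. Of the changed genes tested, 87.8% were called in SK-N-BE2 (13907 genes run), 75.8% in NGP (13484 genes run) and 56.6% for the difference between lines (14605 genes run). False calls were 8.11%, 4.95% and 4.07% of calls. Members of the cell cycle list were also raised, by less, and their calls count among all calls but not as false. In the data 54.7%, 41.7% and 30.9% of tested genes were called, far more than were changed here. These rates therefore need not hold for the fits of the data. The depth was 47242379 to 58159937 reads per library, so counting error is small for genes of many reads and limits those of a few, and 3 replicates per group limit the precision of the rest.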

Results

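Gene expression was measured by sequencing of polyadenylated RNA in SK-N-BE2 and NGP, 2 established human neuroblastoma cell lines that carry amplified MYCN. Neuroblastoma is a childhood tumour of the sympathetic nervous system. Cells were kept for 6 days with STM2457 or with DMSO as the control. STM2457 is a small molecule that blocks METTL3, the enzyme that writes N6-methyladenosine (m6A) onto messenger RNA. SK-N-BE2 received 12 µM and NGP 1 µM. Each of the 4 groups had 3 replicates, 12 libraries in all. The series title names METTL3 inhibition, tumour growth and neuroblastoma differentiation as its subjects.

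The deposited counts of SK-N-BE2 summed to between 50670460 and 58159937 reads per library with DMSO and between 50984703 and 54294347 with STM2457. In NGP they summed to between 47978261 and 51295198 reads with DMSO and between 47242379 and 51125896 with STM2457. In each line the totals of treated and control libraries overlapped.

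In a principal component analysis of log2 CPM (counts scaled to the library total, TMM-adjusted), component 1 held 80.3% of the variance and separated the lines. Component 2 held 9.43% and separated STM2457 from DMSO in both lines. NGP DMSO replicate 1 stood apart from its group on component 4, which held 1.51%, at -42.0 against 29.2 and 13.1 for the other DMSO replicates of NGP. Replicates of a group were compared to find any library deposited more than once, on counts halved to read pairs. The chi-square per degree of freedom ran from 2.83, between NGP STM2457 replicates 1 and 3, to 97.0, between NGP DMSO replicates 1 and 2, and all libraries were kept as separate replicates.

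**Figure D1:**
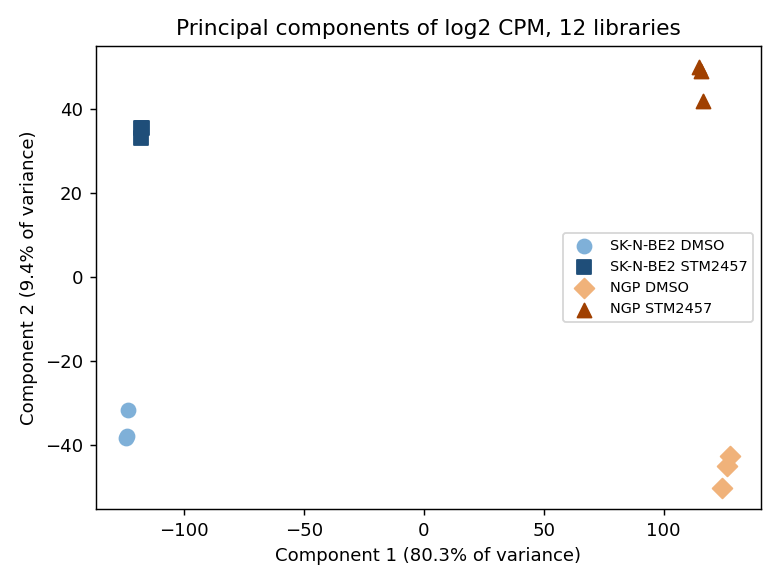
Principal components 1 and 2 of log2 CPM for the 12 libraries, with axes in component units and symbols giving the group. Component 1 (80.3% of variance) parts the lines, and component 2 (9.43%) parts STM2457 from DMSO in both.

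The transcript of the drug's target was examined first. METTL3 (chromosome 14, 21498133 to 21511342, minus strand, GRCh38) measured 54.3 ± 3.19 CPM with DMSO and 79.9 ± 1.42 CPM with STM2457 in SK-N-BE2 (SD, n = 3). Its log2 fold change was 0.52 (SE 0.08), with an edgeR quasi-likelihood adjusted p of 0.000106. In NGP it measured 40.6 ± 3.70 CPM with DMSO and 76.6 ± 2.39 CPM with STM2457. There the log2 fold change was 0.92 (SE 0.11) and the edgeR adjusted p 0.000300. In both lines 3 of 3 STM2457 libraries lay above all DMSO libraries. Activity of the enzyme was not measured by these libraries. MYCN (chromosome 2, 15940550 to 15947007, plus strand) was not called in either line, and its replicates overlapped between groups. Its log2 fold change was -0.09 (SE 0.10, edgeR adjusted p 0.453) in SK-N-BE2 and 0.00 (SE 0.11, edgeR adjusted p 0.995) in NGP.

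**Figure D2:**
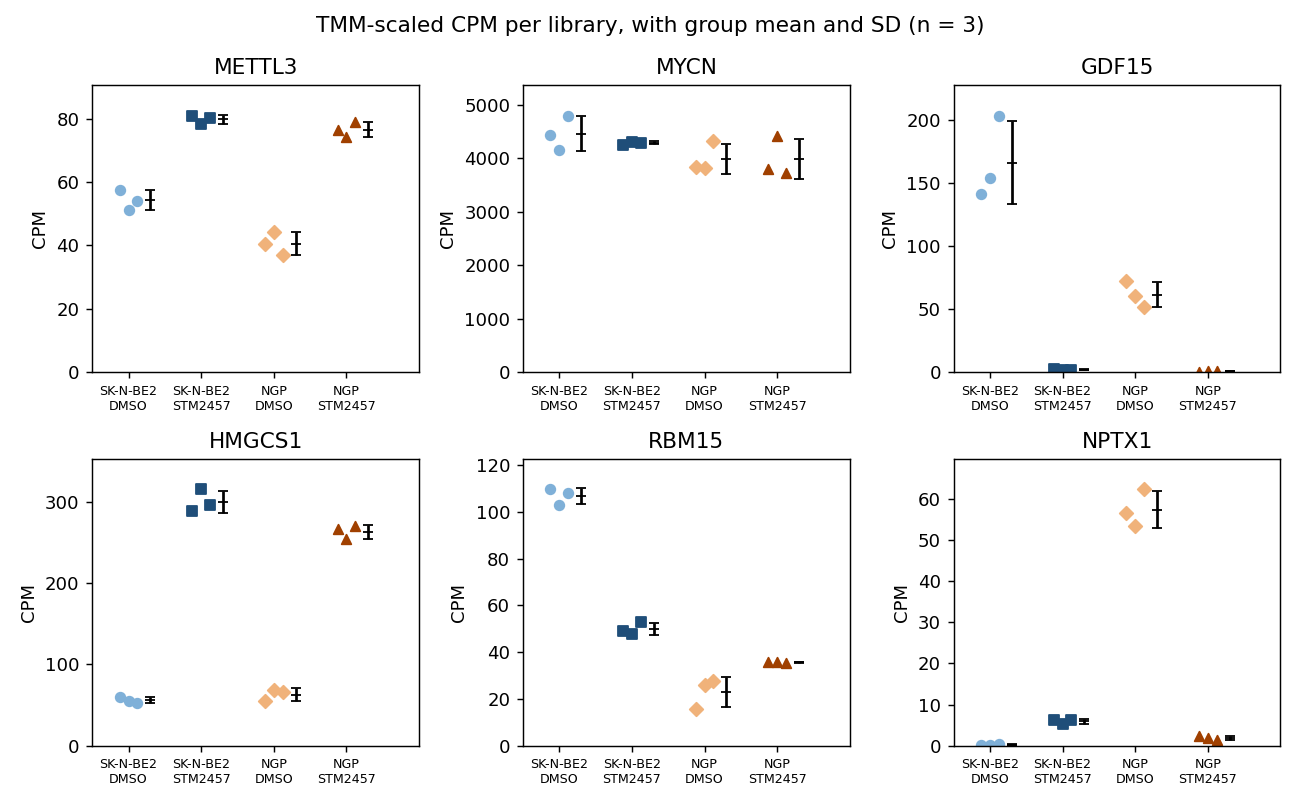
TMM-scaled CPM of 6 genes in each library, with the group mean and SD (n = 3) as black bars beside the points; each vertical axis starts at 0. METTL3 and HMGCS1 are higher and GDF15 is lower with STM2457 in both lines, MYCN overlaps between groups, and RBM15 and NPTX1 move in opposite directions in the 2 lines.

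A list of 20 writers, erasers and readers of m6A was examined gene by gene, and 19 of them had enough counts to test. In SK-N-BE2, 12 were called at an edgeR adjusted p under 0.05, 3 higher (METTL3, FTO and HNRNPA2B1) and 9 lower with STM2457, and 12 were called when adjusted over the list alone. In NGP, 8 were called, 7 higher and 1 lower, and 8 when adjusted over the list alone. The 1 lower was YTHDF1, named after its value was seen. The NGP count fell to 4 without STM2457 replicate 1 or 3 and to 5 without STM2457 replicate 2 or DMSO replicate 3, and rose to 11 without DMSO replicate 1. RBM15, a subunit of the writer complex, fell in SK-N-BE2 (log2 fold change -1.13, SE 0.08, edgeR adjusted p 1.24e-07) and rose in NGP (0.64, SE 0.20, edgeR adjusted p 0.0315). The NGP call was lost without any one of the STM2457 replicates (adjusted p up to 0.0847). The spread lay in DMSO, however, at 23.0 ± 6.55 CPM, against 35.7 ± 0.17 CPM with STM2457 (SD, n = 3). The lost call therefore does not mark the STM2457 libraries as deviant. FTO, an m6A eraser, rose in SK-N-BE2 by 0.70 on the log2 scale (edgeR adjusted p 1.44e-05) and was not called in NGP (0.28, edgeR adjusted p 0.143). The FTO difference between lines was not called (edgeR adjusted p 0.0555). HNRNPA2B1 rose in both lines, by 0.59 and 0.49 on the log2 scale (edgeR adjusted p 0.000169 and 0.0136), with the NGP call lost in 3 of the 6 fits that left out a library (adjusted p up to 0.0596). IGF2BP3 and IGF2BP1 were called in NGP, at 0.93 and 0.66 (edgeR adjusted p 0.0155 and 0.00176), and not in SK-N-BE2. Their differences between lines were not called (edgeR adjusted p 0.0916 and 0.777). IGF2BP1 reached 0.403 CPM in SK-N-BE2, against 487 CPM in NGP, too low there to compare the responses. Exons of IGF2BP3 overlap an other-strand gene over 17.8% of their length, and HNRNPA2B1 has processed pseudogenes, so both values are uncertain.

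In SK-N-BE2, 14013 genes were tested and 7665 were called, 3770 higher and 3895 lower with STM2457. Requiring an absolute log2 fold change of at least 1 moved the count most, to 1808. Genes reaching 10 CPM whose replicates did not overlap between groups were ranked by fold change. The largest falls were those of FGF21, KLHDC7B, INHBE and GDF15. FGF21 (chromosome 19, 48755524 to 48758333) went from 17.9 ± 2.44 CPM to 0.0131 ± 0.0226 CPM (SD, n = 3). The STM2457 libraries held 2 FGF21 reads in all against 2825 with DMSO, a ratio of 1402 with a 95% counting interval from 388 to 11582. KLHDC7B (chromosome 22, 50545899 to 50551023) had a log2 fold change of -8.35 (SE 0.23, edgeR adjusted p 1.68e-11). INHBE (chromosome 12, 57452323 to 57459280) had -7.56 (SE 0.20, edgeR adjusted p 1.31e-11) and is uncertain, since an other-strand gene overlaps 16.4% of its exon length. GDF15 (chromosome 19, 18374731 to 18389176) had -6.59 (SE 0.17, edgeR adjusted p 1.04e-11), from 166 ± 32.8 CPM to 1.76 ± 0.317 CPM.

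By the same ranking, the largest rises in SK-N-BE2 were those of ITM2A, MTUS2, IQCN and HMGCS1, with log2 fold changes of 2.58, 2.54, 2.43 and 2.39 and edgeR adjusted p from 2.91e-10 to 3.75e-06. ITM2A (chromosome X, 79360384 to 79367667) went from 2.39 ± 0.239 CPM to 14.7 ± 0.270 CPM (SD, n = 3), and no read of it was counted in NGP. HMGCS1 (chromosome 5, 43287470 to 43313512) went from 56.0 ± 3.74 CPM to 300.0 ± 13.8 CPM. It is uncertain, since an other-strand gene overlaps 37.7% of its exon length.

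In NGP, 13610 genes were tested and 5671 were called, 2644 higher and 3027 lower with STM2457. The fold-change minimum again moved the count most, to 1903. Leaving out 1 library at a time gave from 3816 genes (without STM2457 replicate 1) to 7897 (without DMSO replicate 1). The biological coefficient of variation was 0.155, against 0.107 in SK-N-BE2, and 0.0944 without DMSO replicate 1. Under the same ranking KLHDC7B, GDF15, FGF21 and FUT1 fell most, with log2 fold changes of -8.16, -6.73, -6.42 and -6.24 (SE 0.41, 0.29, 0.23 and 0.20) and edgeR adjusted p from 1.48e-06 to 5.97e-06. C7 (chromosome 5, 40909497 to 40984643) rose from 0.938 ± 0.409 CPM to 33.7 ± 4.11 CPM (SD, n = 3), a log2 fold change of 5.16 (SE 0.29, edgeR adjusted p 9.71e-06). COL3A1 (chromosome 2, 188974373 to 189012746) rose from 7.99 ± 0.992 CPM to 192 ± 38.4 CPM, a log2 fold change of 4.59 (SE 0.19, edgeR adjusted p 2.61e-06). RIPOR3 and AKR1C3 rose by 4.42 and 4.03 on the log2 scale (SE 0.27 and 0.22, edgeR adjusted p 1.58e-05 and 7.81e-06). AKR1C3 belongs to a family of near-identical genes whose shared reads were not counted, so its value is uncertain.

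Whether the same genes moved in both lines was asked over the 12952 genes tested in both. A total of 3406 were called in both, against 2986 expected if the calls were independent. Of these, 2763 (81.1%) moved in the same direction, 1361 higher and 1402 lower. The fold-change minimum moved the same-direction count most, to 474. The other 643 moved in opposite directions, 352 higher in SK-N-BE2 and lower in NGP and 291 the reverse, and all 643 were also called in the test of the difference between lines. Over all 12952 genes, called or not, the share that moved in the same direction was lower, 64.7%. Across genes, which are not independent replicates, the log2 fold changes of the lines had a Pearson r of 0.410 and a Spearman rho of 0.390. Testing every gene with at least 1 read moved the Pearson value most, to 0.204. By the smaller of the changes in the 2 lines, KLHDC7B, GDF15, FGF21 and FUT1 fell most. FUT1 (chromosome 19, 48748011 to 48755390, minus strand) lies next to FGF21 and had a log2 fold change of -6.31 in SK-N-BE2 (SE 0.21, edgeR adjusted p 9.97e-11). HMGCS1, IGFBP3 and FN1 were among the largest rises, with log2 fold changes of 2.39, 1.89 and 1.70 in SK-N-BE2 and 2.07, 1.72 and 3.89 in NGP. Their edgeR adjusted p ran from 2.91e-10 to 6.93e-07 in SK-N-BE2 and from 4.77e-06 to 3.76e-05 in NGP.

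**Figure D3:**
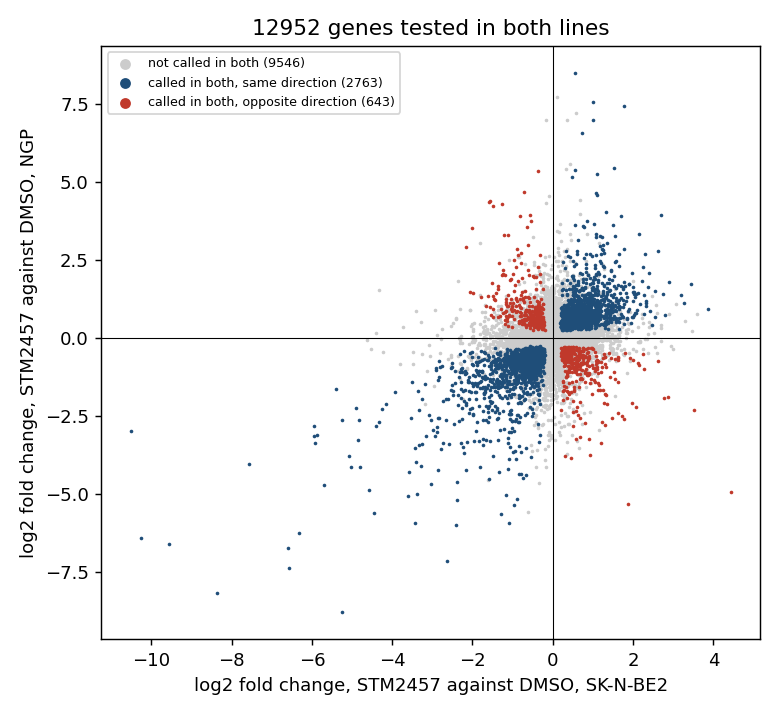
Log2 fold change of STM2457 against DMSO in SK-N-BE2 (horizontal) and NGP (vertical) for the 12952 genes tested in both lines, each point a gene. Of the 3406 genes called in both, 2763 lie in the quadrants of the same sign and 643 in those of opposite sign; the place of a gene with a group near 0 reads, such as FGF21, sets no size.

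The difference between the responses was tested as an interaction over all 12 libraries. Of 14731 genes, 4549 were called, 2503 with the more positive response in SK-N-BE2 and 2046 with the more positive response in NGP. The fold-change minimum moved this count most, to 1930. The lines also differed in dose and in sequencing run, so line, dose and run cannot be told apart. NPTX1 (chromosome 17, 80466834 to 80477843) rose in SK-N-BE2 from 0.265 ± 0.0728 CPM to 5.90 ± 0.612 CPM and fell in NGP from 57.4 ± 4.49 CPM to 1.90 ± 0.428 CPM (SD, n = 3). Its log2 difference was 9.36 (SE 0.27, edgeR adjusted p 1.14e-10). NWD2 rose in SK-N-BE2 (log2 fold change 3.51) and fell in NGP (-2.30), a difference of 5.81 (SE 0.63, edgeR adjusted p 1.45e-05). In SK-N-BE2 it went from 0.049 ± 0.0425 CPM to 0.613 ± 0.24 CPM (SD, n = 3). Its DMSO libraries there held 4, 0 and 4 reads, so the size of this rise is uncertain. In NGP it went from 25.3 ± 7.73 CPM to 5.15 ± 0.813 CPM. Other genes ranked by fitted difference were at 0 reads in a group. IFI16 had 0 reads in NGP DMSO and 77 in NGP STM2457, at least 26.7-fold higher against the limit of 3 reads, and was not called in SK-N-BE2 (0.11, edgeR adjusted p 0.245). IL13RA2 had 0 and 18 reads in NGP, at least 6.24-fold higher, and had a log2 fold change of -0.67 in SK-N-BE2 (edgeR adjusted p 4.13e-05). GADD45B had 0 and 4 reads in NGP, too few to set a fold change, and -2.88 in SK-N-BE2 (edgeR adjusted p 3.03e-07). Its difference lost its call without NGP STM2457 replicate 1 or 3 (adjusted p up to 0.0724).

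Another 7 lists addressed differentiation, cell identity, growth and stress. Each was tested with camera in each line and for the difference between lines, 21 tests adjusted together. The cell cycle list was higher with STM2457 in both lines. In SK-N-BE2 its median log2 fold change was 0.80 and its camera adjusted p 1.16e-25, with 69 of 79 members called higher and 2 lower (CDC25C and CDCA2, named after their values were seen). In NGP the median was 0.67 and the camera adjusted p 6.57e-17, with 59 members called higher and 0 lower, and also 0 lower at an unadjusted p under 0.05. In each line the list mean in 3 of 3 STM2457 libraries was above that of all DMSO libraries, and 72 and 62 members were called when adjusted over the list alone. The difference between lines was not called (median 0.16, camera adjusted p 0.358). The most changed members were CLSPN, CCNE2 and GINS2 in SK-N-BE2 (2.36, 1.89 and 1.69) and UHRF1, CLSPN and MKI67 in NGP (1.75, 1.64 and 1.43). CCNE2 is uncertain, since other-strand genes overlap 37.1% of its exon length.

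The neuronal differentiation list was higher in SK-N-BE2 (median 0.18, camera adjusted p 0.0327, 17 of 35 members called higher and 7 lower, 3 of 3 libraries). It was not called in NGP (median -0.18, camera adjusted p 0.918, 9 higher and 10 lower), although its mean in 3 of 3 STM2457 libraries lay below all DMSO libraries. The difference between lines had a camera adjusted p of 0.0393. Adjusted over the list alone, 24 members were called in SK-N-BE2 and 22 in NGP. The SK-N-BE2 call was lost without DMSO replicate 2 or 3 (camera adjusted p 0.0560 and 0.0556), and that of the difference in 4 of the 12 fits that left out a library (up to 0.0964, without SK-N-BE2 DMSO replicate 2). STMN4 had log2 fold changes of 1.96 in SK-N-BE2 and -2.09 in NGP, and NPY of 1.41 and 1.06. NTRK2 and MAPT had -2.74 and -1.97 in NGP. CNTNAP2 had 1.40 in SK-N-BE2, with the call lost in 4 of the 6 fits that left out a library (adjusted p up to 0.0660). It reached only 0.644 CPM there. The adrenergic identity list was not called in SK-N-BE2 (median 0.11, camera adjusted p 0.782), in NGP (0.18, 0.358) or between lines (-0.21, 0.358). Its mean lay above all DMSO libraries in 3 of 3 STM2457 libraries of NGP, and below them in 1 of 3 in SK-N-BE2. Adjusted over the list alone, 10 and 8 of its members were called. DBH, TFAP2B and SIX3 had -1.43, 1.20 and -0.93 in SK-N-BE2, and ALK and GATA2 had 1.25 and 1.13 in NGP.

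The mesenchymal identity list was higher in NGP (median 0.47, camera adjusted p 0.000371, 10 of 22 members called higher and 2 lower, 3 of 3 libraries). It was not called in SK-N-BE2 (median 0.29, camera adjusted p 0.106), where 12 of 25 members were called higher and 2 lower and 3 of 3 libraries lay above all DMSO libraries. The difference between lines had a camera adjusted p of 0.00394. Adjusted over the list alone, 15 members were called in SK-N-BE2 and 13 in NGP. FN1 and SMAD3 rose in NGP by 3.89 and 3.10 on the log2 scale, and IRF1 had -2.46 in SK-N-BE2 and -2.74 in NGP. IRF1 is uncertain, since other-strand genes overlap 22.1% of its exon length. MEOX1 and AXL, at 2.35 and 1.86 in SK-N-BE2, reached 0.371 and 0.495 CPM there. The interferon response list was higher in NGP (median 0.54, camera adjusted p 0.0295, 10 of 22 members called higher and 0 lower, 1 lower at an unadjusted p under 0.05, 3 of 3 libraries). Without NGP DMSO replicate 1 its camera adjusted p was 0.0758. It was not called in SK-N-BE2 (median 0.18, camera adjusted p 0.617). The difference had a camera adjusted p of 0.0393 and lost its call in 4 of the 12 fits that left out a library (up to 0.0891, without NGP DMSO replicate 1). Adjusted over the list alone, 9 and 12 members were called in SK-N-BE2 and NGP. SAMD9 and IFI44L had 0 reads in NGP DMSO and 54 and 52 in NGP STM2457, at least 18.7-fold and 18.0-fold higher, and IFI44 rose by 3.23 on the log2 scale to 0.757 CPM. With SAMD9 and IFI44L at their limits the NGP median was also 0.54. In SK-N-BE2, OAS3, DDX60 and BST2 had log2 fold changes of 1.45, -1.42 and -1.41, and DDX60 lost its call without STM2457 replicate 1 or 3 (adjusted p 0.0536 and 0.0505).

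The p53 targets list was lower in SK-N-BE2 (median -0.13, camera adjusted p 0.000989, 10 of 24 members called lower and 5 higher, 3 of 3 libraries). It was lower in NGP as well (median -0.24, camera adjusted p 0.00100, 11 of 25 called lower and 3 higher, 3 of 3 libraries), and the difference between lines was not called (camera adjusted p 0.704). Adjusted over the list alone, 16 and 18 members were called. GDF15, SESN2 and CDKN1A changed most in SK-N-BE2 (-6.59, -3.44 and -2.12), and GDF15, BBC3 and SESN2 in NGP (-6.73, -5.04 and -3.52). MDM2, chosen after its values were seen, was not called in either line (-0.03, edgeR adjusted p 0.779, and 0.03, edgeR adjusted p 0.836). The MYC targets list was not called in SK-N-BE2 (median 0.06, camera adjusted p 0.375), in NGP (0.00, 0.693) or between lines (0.16, 0.751). Adjusted over the list alone, 16 and 19 members were called. Its most changed members were TFRC, MTHFD2 and UTP20 in SK-N-BE2 (2.02, -1.40 and 0.95) and TFRC, ODC1 and LDHA in NGP (1.41, -1.35 and 1.28). MTHFD2 is uncertain through an other-strand overlap of 33.6%, and LDHA through near-identical copies. All 10 list calls of the 21 tests also passed under fry, a rotation test. When camera estimated the correlation between genes from these libraries, 0 of 21 passed after adjustment and 7 had an unadjusted p under 0.05.

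**Figure D4:**
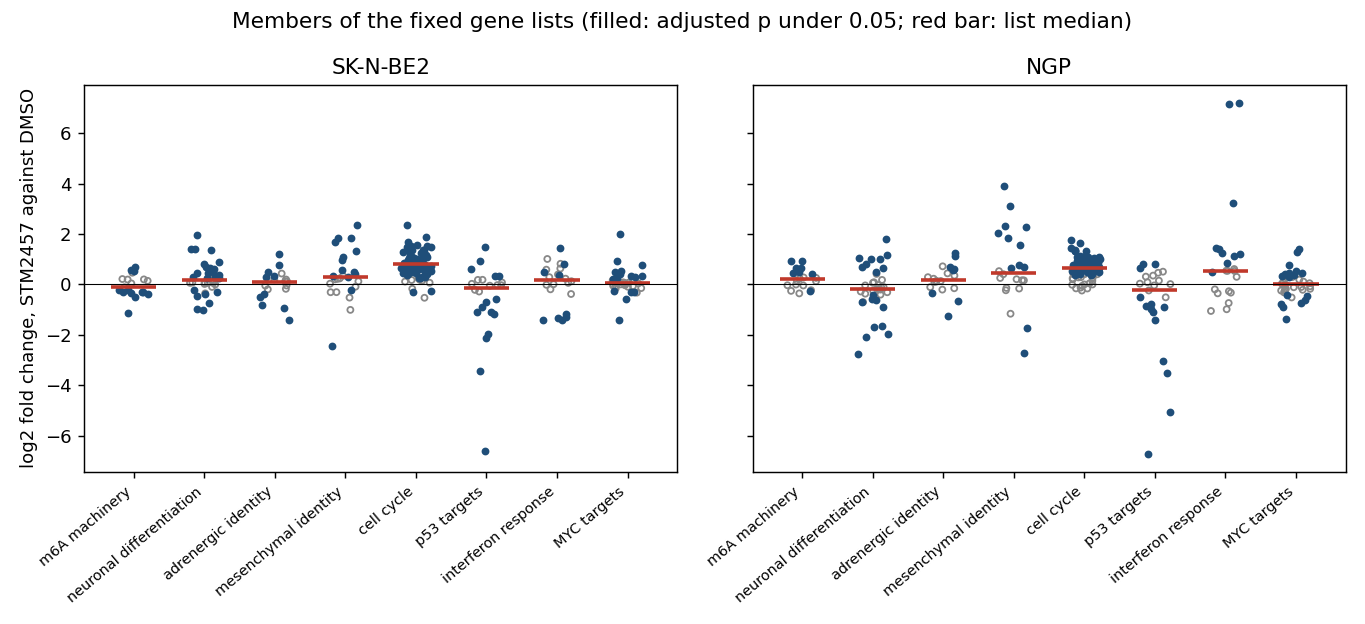
Log2 fold change of STM2457 against DMSO for members of the fixed gene lists in each line; filled points have an edgeR adjusted p under 0.05 and red bars are list medians. The cell cycle medians are 0.80 in SK-N-BE2 and 0.67 in NGP, and the 2 highest interferon points in NGP are SAMD9 and IFI44L, which had 0 reads with DMSO, so their place sets no size.

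Mitochondrially encoded genes took 9.91 ± 1.46% of reads with DMSO and 8.96 ± 1.13% with STM2457 in SK-N-BE2 (SD, n = 3, two-sided exact permutation p 0.5). In NGP they took 3.15 ± 0.440% and 6.81 ± 0.350% (SD, n = 3, two-sided exact permutation p 0.1). Ribosomal protein genes took 8.63 ± 1.30% and 5.60 ± 0.107% in SK-N-BE2 and 8.26 ± 2.00% and 6.13 ± 0.118% in NGP (SD, n = 3, two-sided exact permutation p 0.1 in each line). With 3 libraries against 3 the smallest possible p is 0.1, so these 4 tests cannot pass 0.05.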

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

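The tests of scaling, GC content, exon length, sequencing run or dose, other sample splits and reads from other libraries in this part were chosen after the differences between lines had been seen. Each result here stands out because the response to STM2457 differed between SK-N-BE2 and NGP in a test of the difference itself. Groups of 3 libraries are too small for a check of single outlying values.

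The widest such result is the count of 4549 genes with a called difference. Of 50 splits of the libraries within each line, the real one and 49 drawn at random, 1 gave as many genes, the real one. The largest count from another split was 2179, and 41 of the 49 others gave 0 genes. At an unadjusted p under 0.05 the others gave 117 to 4784 genes, against 6133. Each other split with called genes kept the real groups in 1 line, so the response of that line adds to its count. The 41 splits with 0 genes mixed the groups of both lines, so they test for no response at all. Neither kind says whether the lines responded alike. Under 2 other scalings at least 4222 of the 4549 genes were called again, under GC offsets 4478 and under exon length offsets 4436, which argues against these trends as the whole cause. Sequencing run and dose stay open, since the number of runs or doses shared by both lines is 0. They cannot be told apart from a difference between the lines. Within a line all libraries share a run, so a run shift common to treated and control libraries cancels in this test. For run, only an effect on the response itself stays open. A biological difference between the lines stays open as well and was not tested.

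Among the lists, the difference had a camera adjusted p of 0.00394 for mesenchymal identity, 0.0393 for neuronal differentiation and 0.0393 for the interferon response. The mesenchymal difference stayed under 0.05 in all 12 fits that left out a library (0.00253 to 0.0116). The neuronal differentiation difference ranged from 0.0196 to 0.0964 over these fits and the interferon difference from 0.0258 to 0.0891. With a mean of at least 1 CPM they were 0.0960 and 0.124, so low genes may carry part of both. With an estimated correlation none of the 3 passed after adjustment (0.101 to 0.206).

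Of the m6A genes, 5 differed, with log2 differences (SK-N-BE2 minus NGP) of -1.76 for RBM15, -0.61 for METTL14, -0.54 for HNRNPC, -0.44 for YTHDF2 and -0.39 for METTL3. METTL14, HNRNPC and YTHDF2 were named after their values were seen. The METTL3 difference lost its call in 7 of the 12 fits that left out a library (adjusted p up to 0.0771). HNRNPC has processed pseudogenes and YTHDF2 shares 24.7% of its exon length with an other-strand gene, which leaves both uncertain.

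Among named genes, the response was more positive in SK-N-BE2 for NPTX1 (log2 difference 9.36), NWD2 (5.81), STMN4 (4.06), BBC3 (3.90), NTRK2 (2.82), MAPT (2.24), CNTNAP2 (2.10), IQCN (1.59), ODC1 (1.44), MTUS2 (1.04), CCNE2 (0.98), CLSPN (0.73), GINS2 (0.70), TFRC (0.62) and TFAP2B (0.50). It was more positive in NGP for C7 (log2 difference -4.66), RIPOR3 (-3.71), INHBE (-3.51), COL3A1 (-3.47), SMAD3 (-2.88), BST2 (-2.83), AKR1C3 (-2.68), FN1 (-2.18), LDHA (-1.87), DBH (-1.08), ALK (-1.04), GATA2 (-0.92), CDKN1A (-0.69), MKI67 (-0.55) and MTHFD2 (-0.49). INHBE, CDKN1A, MTHFD2 and DBH fell in both lines, more in SK-N-BE2, and BBC3 fell in both, more in NGP. The NGP call of DBH was lost in 4 of the 6 fits that left out a library (adjusted p up to 0.149). NWD2, NTRK2, CNTNAP2 and RIPOR3 had group means below 1 CPM in SK-N-BE2, so their differences rest on few reads there. The differences of 40 genes, those named here with the m6A genes above and the 5 below, were also fitted under other settings. All 40 were called again in the same direction under DESeq2 size factors, GC offsets and length offsets, and 39 under upper-quartile factors, the exception being GINS2 (edgeR adjusted p 0.0528). Most of these genes were picked for the size of their changes, so this excludes no explanation, and for each the line stays confounded with dose and run.

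A further 5 named genes had a group of at most 3 reads, where a fitted difference sets no size. Their edgeR adjusted p for the difference was 4.01e-06 for IFI16, 0.000150 for IL13RA2, 0.000612 for SAMD9, 0.00129 for FGF21 and 0.0172 for GADD45B. IFI16, at 0 reads in NGP DMSO and at 0.533% of its SK-N-BE2 level in NGP STM2457, could reflect reads carried over from SK-N-BE2 libraries. This was tested on 45 other genes with at least 10 CPM in SK-N-BE2 STM2457 and 0 reads in NGP DMSO. Of these, 75.6% stayed below 25% of the IFI16 share and 27 had 0 reads, which argues against it. A rise of a nearly silent gene in NGP stays open, as do run and dose for the difference.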

How the results depend on the processing

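Alternatives with halved counts, GC offsets and exon length offsets were chosen after seeing the data, and the others were planned.

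Counts of called m6A genes moved further in NGP and for the difference and are given below. Counts over all tested genes stayed within 1.5 times the reported value under every alternative tried except the minimum log2 fold change of 1. By construction it lowered them to 1808 in SK-N-BE2, 1903 in NGP, 1930 for the difference between lines and 474 for the same direction in both lines. Of genes called both as reported and under an alternative, 0 changed direction. Leaving out 1 library gave 6497 to 7849 genes in SK-N-BE2, 3816 to 7897 in NGP, 3701 to 6274 for the difference and 1971 to 3432 for both lines. Upper-quartile scaling moved the median log2 fold change by -0.05 in SK-N-BE2 and -0.07 for the difference, and the share of higher calls from 49.2% to 43.8% and from 55.0% to 47.0%. Under both other scalings the sign of the list medians was unchanged except for the p53 difference (0.01, against 0.00 below 0 and -0.06).

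The correlation between lines was 0.410. It was 0.204 without a filter, 0.439 with a mean of at least 1 CPM, 0.297 in the joint fit, 0.426 with halved counts and 0.367 to 0.409 across the fits that each left out 1 library. The cause was not tested.

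Replicate numbers are shared between groups, but libraries with the same number did not deviate together (correlations of -0.08, 0.08 and 0.01 in SK-N-BE2 and 0.00, -0.11 and 0.02 in NGP), so the numbers pair nothing. With a replicate block 7522, 5026 and 4025 genes were called in SK-N-BE2, NGP and for the difference, and the interferon difference had an adjusted p of 0.0521.

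For the lists, a mean of at least 1 CPM gave adjusted p of 0.156 for the interferon response in NGP, 0.124 for its difference between lines and 0.0960 for the neuronal differentiation difference. By construction this filter leaves fewer members. Halved counts gave 0.0858, 0.0595 and 0.0540 for the same 3 results, and GC offsets 0.0527 for the interferon difference. The cause was not tested. Estimating the correlation between genes put each of the 21 planned list tests past 0.05 after adjustment. It gave 0.101 for the cell cycle list in both lines, for mesenchymal identity and p53 targets in NGP and for the mesenchymal and interferon differences. It gave 0.141 for the interferon response in NGP, 0.206 for the neuronal differentiation difference, 0.207 for p53 targets in SK-N-BE2 and 0.304 for neuronal differentiation in SK-N-BE2. Fry also called mesenchymal identity (0.00785), the interferon response (0.00280) and MYC targets (0.0251) in SK-N-BE2. Across the fits that left out a library, adjusted p ranged from 0.0150 to 0.0560 for neuronal differentiation in SK-N-BE2, 0.0196 to 0.0964 for its difference, 0.0164 to 0.0758 for the interferon response in NGP and 0.0258 to 0.0891 for its difference. The cell cycle and p53 calls in both lines and the mesenchymal calls in NGP and for the difference held in all of these fits.

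Called m6A genes ranged from 9 to 13 in SK-N-BE2, 4 to 11 in NGP and 4 to 8 for the difference when a library was left out. Among the other values, chiefly those of single named genes, 10 became weaker, 6 stronger and 3 moved under the other alternatives, and 39 became weaker, 6 stronger and 7 moved when a library was left out. Of these, 0 reversed. Depth limits the genes of a few reads, such as SAMD9 and IFI44L in NGP.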

Other observations

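The tests of glucose, oxygen and ER stress, of scaling and exon length, of GC content on the mitochondrial genes and on the NGP spread, of labels exchanged in 1 line, of the p53 list, of even counts and of sample splits were chosen after the result was seen. The 6 added lists were chosen after genes such as GDF15, FGF21 and INHBE had been seen to fall. Of their 10 camera calls, 9 also passed under fry, the exception being the nuclear respiratory chain difference. Camera with an estimated correlation, under which 0 of the 21 planned list tests passed, was not run on the added lists. Their camera p-values therefore rest on the preset correlation of 0.01.

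In each line 1 of the 10 splits of the 6 libraries gave as many called genes, the real one (7665 in SK-N-BE2 and 5671 in NGP). The other 9 splits gave 0 each at the adjusted threshold, and at an unadjusted p under 0.05 they gave 28 to 205 genes in SK-N-BE2 and 17 to 361 in NGP. A design of 3 against 3 cannot give a share under 0.1.

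Target genes of the stress transcription factor ATF4 were lower with STM2457 in both lines. In SK-N-BE2 the median log2 fold change of 34 targets was -2.49 (camera adjusted p 2.54e-123), and 34 were called lower. In NGP it was -1.73 over 33 targets (camera adjusted p 5.94e-59), and 31 were called lower. The list mean was lower in 3 of 3 STM2457 libraries of each line, and the difference between lines had a camera adjusted p of 1.49e-11. With 2 members in SK-N-BE2 and 1 in NGP of at most 3 reads at their limits, both medians were the same. ATF4 itself, chosen after its values were seen, had -1.92 (edgeR adjusted p 8.79e-09) in SK-N-BE2 and -0.78 (0.00506) in NGP. In NGP, the line nearer 0, the list median was -1.71 under DESeq2 size factors and -1.73 under upper-quartile factors, -1.72 under GC offsets and -1.70 under length offsets, which argues against these as the whole cause. Labels exchanged in 1 line, with lines that respond alike, would oppose the responses, and their correlation across genes was 0.410. Labels exchanged in both lines cannot be told apart from the stated labels. The correlation of fold change with the length of the longest exon, where m6A concentrates, was 0.0970 in SK-N-BE2 and 0.00492 in NGP, and length trends between replicates of a group were as large (-0.502 to 0.480).

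A candidate explanation of the lower ATF4 targets is that the DMSO cultures were under more stress after 6 days. Glucose depletion would raise TXNIP and ARRDC4 with STM2457, but in SK-N-BE2 their median was -1.33 (camera adjusted p 0.000529), which argues against it there. In NGP they went opposite ways (median 0.24, camera adjusted p 0.946), which decides nothing, and their difference between lines had 0.0138. Oxygen shortage stays open, since the hypoxia list had a camera adjusted p of 0.216 in SK-N-BE2 and 0.414 in NGP, and 0.109 for the difference. Fry put it lower in SK-N-BE2 (adjusted p 0.00194) and called the difference (0.00459). ER chaperones were lower in SK-N-BE2 (median -0.77, 12 of 16 called lower and 1 higher, camera adjusted p 3.34e-09), in line with ER stress in the DMSO cells of that line. In NGP their members went both ways (median 0.13, 4 called higher and 6 lower, camera adjusted p 0.260), while fry put the list lower (adjusted p 0.00938) and its mean was lower in 3 of 3 STM2457 libraries. ER stress stays open there, and the difference had a camera adjusted p of 4.21e-05. Amino-acid supply, culture density and a direct effect of METTL3 inhibition on ATF4 were not tested.

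The p53 targets list shares 1 gene, SESN2, with the ATF4 list. Its fall came with 10 of 24 and 11 of 25 members called lower, and MDM2 was not called in either line. It was lower in both lines with a camera adjusted p of at most 0.000499 under GC offsets and 0.00122 under length offsets. This argues against GC content and exon length as the whole cause. Under DESeq2 size factors it was at most 0.000887. That value decides nothing on scaling, since camera compares the list with the other genes and a scaling shifts all genes alike. The list medians stayed below 0 under DESeq2 size factors (-0.13 in SK-N-BE2 and -0.22 in NGP) and upper-quartile factors (-0.18 and -0.24). With an estimated correlation between genes the p53 list was not called in either line (0.207 in SK-N-BE2 and 0.101 in NGP). Labels exchanged in both lines stay open here too, and no biological explanation was tested.

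The cell cycle list was higher in both lines, although the series title speaks of suppressed tumour growth. In NGP, the line nearer 0, its median was 0.64 under GC offsets, 0.72 under length offsets and 0.69 under DESeq2 size factors, which argues against these as the whole cause. DMSO cultures that had grown denser and cycled less could give this, as could more cycling cells with STM2457, and labels exchanged in both lines cannot be told apart (0.0970, as above). Culture density and growth were not measured here.

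In NGP the 13 mitochondrially encoded genes rose together (13 called higher, median log2 fold change 1.20, camera adjusted p 1.41e-09, 3 of 3 libraries), so 1 gene alone did not make the higher share. The median was 1.20 at the lowest under other scalings, 1.16 under GC offsets and 1.25 under length offsets, which argues against these as the whole cause. More mitochondria or respiratory chain expression stays open, since nuclear-encoded members had a camera adjusted p of 0.133 (7 of 31 called higher and 0 lower, 1 lower at an unadjusted p under 0.05). In SK-N-BE2 neither list was called (camera adjusted p 0.238 and 0.260). The differences between lines had camera adjusted p of 5.93e-11 for the mitochondrially encoded and 0.0165 for the nuclear-encoded list, and run and dose stay open for both.

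Low counts were mostly even in every library, 72.1% at the lowest, in line with both reads of a pair being counted. The biological coefficient of variation was 0.155 in NGP and 0.107 in SK-N-BE2. With GC offsets it was 0.128 and 0.0937. The excess rested on NGP DMSO replicate 1, without which NGP had 0.0944, and 0.0781 with GC offsets. A single library keeps GC content open, and it cannot be told apart from other sources of the wider spread. No biological explanation was tested for either pattern.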
